A study of Mus musculus with 7 samples. Its data were reported in "Single‐cell transcriptomics uncovers an instructive T‐cell receptor role in adult γδ T‐cell lineage commitment" (2022).

How the data were processed

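The data are single-cell RNA counts (10x 3' v3 chemistry) of thymocytes sorted into 7 groups, 5 from WT and 2 from Lat-KO mice, with 1 library per group. The WT thymi came from mice of 6 to 8 weeks. The deposited matrices hold UMI counts per gene and barcode. The authors made them with Cell Ranger, version 4.0.0 per the file headers, while the methods of the study name a later version. Reads had been aligned to mm10 with the edited Trdc reporter gene added as a feature of its own, and the barcodes kept were those that Cell Ranger called cells. The counts were neither scaled nor corrected. Each file lists 32286 features. GENCODE vM21 gave a transcript for 32158 of them and a protein-coding one for 21630, and it supplied positions and transcript lengths.

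Barcodes with at least 200 detected genes and at most 15% mitochondrial UMIs were kept, as in the study. The 7 libraries were merged and clustered in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyarrow 21.0.0). The 2000 most variable genes came from a loess fit of variance on mean (span 0.3, R 4.3.3). Log-scaled values were capped at 10 and reduced to 20 principal components. A graph of the 20 nearest neighbours (scikit-learn 1.9.0, shared-neighbour weights pruned under 1 in 15) was clustered with the Leiden method (igraph 0.11.9, leidenalg 0.10.2, resolution 1, 5 iterations), which gave 30 clusters.

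A cluster was B-like with at least 3 of 10 B cell markers among its 10 top genes. Such a cluster was called mixed when the share of T cell markers in its UMIs was not far below the median over clusters. A cluster was left unnamed when its median UMIs lay under the library median divided by 3 and no T cell marker was among its top genes, which held for 6 clusters. The other clusters were T-like. Marker lists, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The marker lists held 10 B, 10 T, 7 myeloid, 5 plasmacytoid, 5 NK and 4 erythroid markers. The rule had no class for myeloid, plasmacytoid, NK or erythroid cells, so the absence of these names says nothing about such cells. Among the unnamed clusters, those of 2124 and of 473 barcodes had haemoglobin genes as their top genes. The rule that turned markers into classes was completed after the clusters had been seen, with the cell numbers of the study already read, so that closeness to those numbers is not independent evidence. Among the T-like clusters, 4 had a marker of another type among their top genes, and an alternative left them out. Without them 1341 of the T-like barcodes of WT DN4 γδ+ remained. B-like barcodes with 10 or more UMIs of T cell markers were left out of summed counts. A rule on each barcode served as an alternative: at least 10 UMIs of T cell markers and at least 4 times the B cell marker UMIs for T-like barcodes, and at least 10 UMIs of B cell markers and at least 2 times the T cell marker UMIs for B-like ones. Its limits were also set after seeing the data.

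Doublets were scored per library with scrublet (scanpy 1.11.5, expected share 8%). Its own threshold marked 1495 barcodes in WT DN3b γδ+ (11.1%) and at most 1 in each of the other libraries. A further alternative therefore left out the 8% of barcodes with the highest scores. Those took 53.2% to 80% of the barcodes with at least 20 UMIs of T cell markers and with B cell markers, of which there were 581, and 7.45% to 7.82% of the rest.

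UMIs were summed per gene over the T-like barcodes of a library and divided by their total and scaled to give CPM. Counts have exact Poisson 95% intervals, shares have exact Clopper-Pearson 95% intervals, and log2 ratios have exact conditional binomial 95% intervals. A list median has the interval of 2000 Poisson draws of its counts. A count of 0 entered a ratio as a floor of 3 counts per library, and a gene at or under the floor in both libraries had no ratio. The percentile of a list median was taken among 10000 random lists, each gene drawn from the 100 nearest in mean CPM. It describes genes, which are not independent replicates. No test compared groups. Correlations across the 7 libraries were not computed.

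The lists were 14 genes of the γδ TCR-induced signature (Blk, Cd5, Cd52, Cd53, Cd6, Clec2d, Cpa3, Etv5, Itgb2, Klf2, Pdcd1, Sesn3, Sox13 and Tes), 5 pre-TCR genes and 5 genes typical of DN3a, all named by the study, which chose them on these libraries. Ptcra and Rag1 are in both of the last lists. A list ranked by size held the 30 genes with the highest log2 ratio of WT DN3b γδ+ over WT DN3b γδ−. They needed at least 20 CPM in the first and UMIs in under 25% of the barcodes of the second, and could not be higher in B-like barcodes. Genes named in the text are, by that rule, the genes that the study names, among them 23 stage markers and signalling genes, the sex-linked transcripts Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and the 5 highest and 5 lowest genes by log2 ratio of each of 5 comparisons. The last needed at least 20 CPM in 1 library and at least 10 UMIs in each, without mitochondrial genes, ribosomal-protein genes and genes higher in B-like barcodes. Gm42418, AY036118 and the Tcrg constant-region genes were singled out after their values were seen. A gene that the rule picks is not reported here.

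For calls per barcode, UMIs were thinned at random to 4000, the largest multiple of 1000 that at least 80% of the T-like barcodes of every library reached. S and G2M scores followed the rule of Seurat, with 43 S and 54 G2M genes, 24 bins of expression and 43 control genes per gene, over all 7 libraries together. Barcodes with both scores under 0 were called G1. The median UMIs of B-like barcodes lay between 2280 and 3396 per library, so that from 20 to 55 of them per library reached 4000. Free RNA in droplets differs between libraries. Without thinning 28.7% of the B-like barcodes of WT DN4 γδ− were called S or G2M, so phase calls hold a background. Whether free RNA brings it about was not tested.

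For placement, 1 random part of the barcodes of each WT library gave its mean log profile and an equal part was held out. A barcode was placed with the profile of highest Pearson correlation across 1926 variable genes, which are not independent replicates. WT DN4 γδ+ was clustered alone with the same settings. A cluster took the name of the marker list (7 γδ17-like, 7 γδ1-like, 5 egress-like or 4 NKT-type-like genes) with the most genes among its 10 top genes, if at least 3 of the list were detected and the list was higher than in the rest. Ties were left unnamed.

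Alternatives were a stricter filter (at least 1000 genes, at most 10% mitochondrial UMIs), TMM factors (edgeR 4.0.16), the mean over barcodes of CPM, subtraction of the CPM of B-like barcodes, barcodes called G1 alone, no thinning or thinning to 2000, a threshold at the 95th percentile of B-like scores, and scoring each library alone. Others changed the clustering, the lists or the genes of the profiles. Alternatives chosen after seeing the data were the 8% rule, leaving out the 4 clusters, keeping the unnamed clusters, leaving out genes higher in B-like barcodes, and taking out the trend of B-like ratios on transcript length.

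Ratios, list medians, placement, phase calls and the comparison of short with long transcripts were tested on simulated data. For ratios, 200 genes were changed, drawn from 5104 genes for the WT DN3b libraries and from 6216 for the Lat-KO libraries. The largest error of a log2 ratio among the changed genes was 0.08 and 0.16, after the median of the unchanged genes was taken off. Of the changed genes 94.5% and 96% lay inside their intervals. Lists raised by 1 had medians of 0.97 and 1.02. At least 99.3% of the simulated barcodes of each WT library were placed in it, and 1% of simulated G1 barcodes were called S or G2M. These barcodes were drawn from summed profiles, so they lacked the variation between cells. The simulated G1 barcodes came from WT DN3a barcodes that the same score had called G1, so the 1% is no rate of false calls. Plots were drawn with matplotlib 3.10.9.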

Results

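Single-cell RNA sequencing counted unique molecular identifiers (UMIs, which tag single transcript molecules) per gene in mouse thymocytes sorted by stage. Double-negative (DN) thymocytes, which lack CD4 and CD8, pass from DN3a, before selection on a T cell receptor, to DN3b and DN4 after it. The marks γδ+ and γδ− tell whether a γδ T cell receptor (TCR) was on the cell surface. WT C57BL/6 mice gave 5 libraries. These were DN3a, the γδ− part of DN3b and of DN4, and the γδ+ part of DN3b and of DN4. Mice without LAT, an adaptor that passes on TCR signals, gave 2 libraries, which were DN3 γδ− and DN3 γδint, the latter with an intermediate level of surface γδ TCR. The Lat-KO mice also carried a reporter allele in which Trdc, the gene for the constant region of the TCR δ chain, is joined to a green fluorescent protein. Each library held 500 spiked splenic B cells. There was 1 library per group and there were no replicates, so no difference between groups was tested, and the 95% intervals cover counting error only.

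The 7 libraries held 90016 barcodes and 1119448954 UMIs. WT DN3a had 10078 barcodes and 66006041 UMIs. WT DN3b γδ− had 20946 barcodes and 375688164 UMIs, and WT DN4 γδ− had 15916 barcodes and 263137408 UMIs. WT DN3b γδ+ had 14906 barcodes and 221390775 UMIs, and WT DN4 γδ+ had 11204 barcodes and 78737527 UMIs. Lat-KO DN3 γδ− had 8691 barcodes and 65081289 UMIs, and Lat-KO DN3 γδint had 8275 barcodes and 49407750 UMIs. After the quality filter 79076 barcodes remained, of which 71601 were T-like by their cluster, 1552 B-like, 208 mixed B and T, and 5715 in clusters left unnamed. T-like barcodes numbered 7511 in WT DN3a, 18710 in WT DN3b γδ−, 12250 in WT DN4 γδ−, 11372 in WT DN3b γδ+, 8033 in WT DN4 γδ+, 7701 in Lat-KO DN3 γδ− and 6024 in Lat-KO DN3 γδint. In the same order the median UMIs per T-like barcode were 7391, 17637, 19346, 17167, 7145, 7109 and 5925. The unnamed clusters took from 1.57% (1.31 to 1.87, exact Clopper-Pearson) of the barcodes in Lat-KO DN3 γδ− to 13.8% (13.3 to 14.4) in WT DN3b γδ+. The alternative that moved the number of T-like barcodes most left out 4 clusters with a marker of another cell type among their top genes, which gave 62200. These markers were Klrd1, Ccr9, Lyz2 and Ly6d. Leaving the clusters out removed most of WT DN4 γδ+, where 1341 barcodes remained. The clusters with Klrd1 and Ccr9 held 3364 and 3325 barcodes of that library. Klrd1 is also on the γδ1-like list and Ccr9 on the egress-like list, so these markers alone do not show another cell type.

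The spiked B cells came from another organ and were the same kind of cell in each library, so they show how far libraries differ apart from the thymocytes. Ribosomal-protein genes took 19.7% (19.6 to 19.9) of the B-like UMIs in Lat-KO DN3 γδint. In the other 6 libraries that share lay between 29.8% in Lat-KO DN3 γδ− and 35.5% in WT DN3a. The T-like barcodes followed, with 18.2% in Lat-KO DN3 γδint and 27.7% to 33.8% in the other libraries. A rule on each barcode in place of clusters gave 19.5% for the B-like barcodes of Lat-KO DN3 γδint. Xist (ENSMUSG00000086503, mm10 chromosome X, 103460366 to 103483254) stood at 672 CPM (597 to 753; CPM scales the UMIs of a gene by the total) in the B-like barcodes of Lat-KO DN3 γδint and at 1363 CPM (1279 to 1452) in those of Lat-KO DN3 γδ−. Genes without ribosomal-protein genes were also grouped by their longest annotated transcript, a measure chosen after seeing the data. Under 500 nucleotides the median log2 ratio of Lat-KO DN3 γδint over Lat-KO DN3 γδ− was -1.73 over 14 genes in B-like barcodes and -1.38 over 48 genes in T-like barcodes. From 500 to under 700 nucleotides it was -1.40 over 64 genes and -1.15 over 136 genes. From 4000 nucleotides on it was 0.28 over 1095 genes and 0.14 over 3736 genes, and the last value is smaller than the shift that another scaling gives for this comparison (-0.22). A comparison that sets Lat-KO DN3 γδint against another library therefore holds a difference between libraries that the B-like barcodes share. The study also reported that the ribosomal share of the spiked B cells differed in Lat-KO DN3 γδint. It regressed that share out before clustering, a step that was not taken here.

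**Figure D1:**
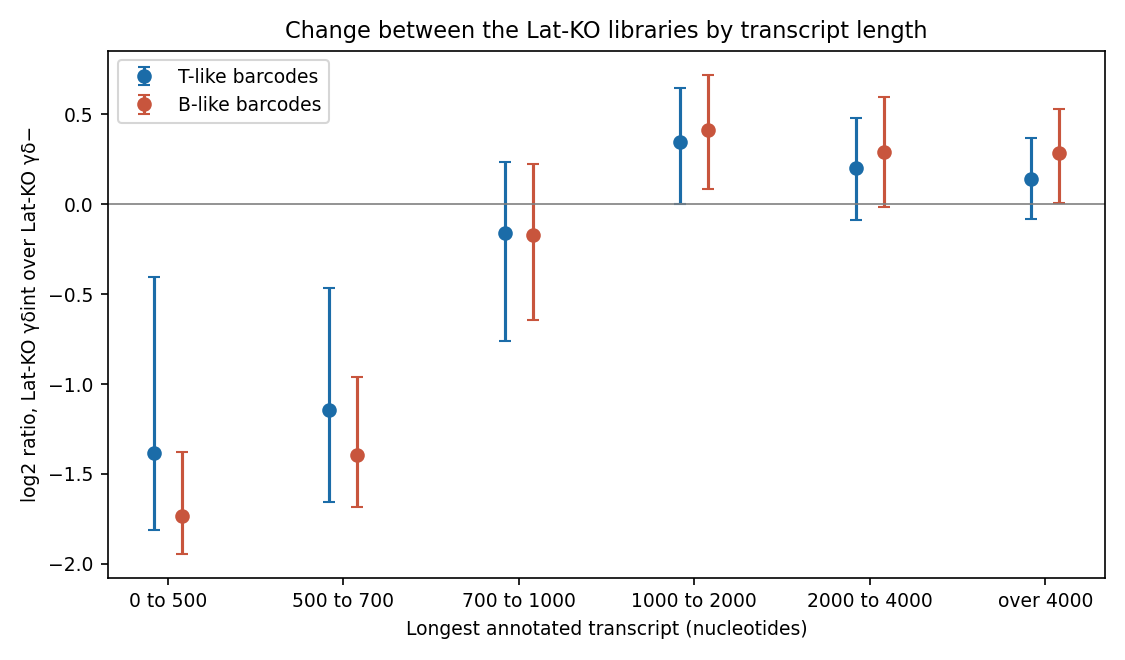
Median log2 ratio of CPM, Lat-KO DN3 γδint over Lat-KO DN3 γδ− (vertical axis), by longest annotated transcript in nucleotides (horizontal axis), without ribosomal-protein genes, in T-like (blue) and B-like (red) barcodes; bars span the 25th to 75th percentile of genes. The medians under 500 nucleotides are -1.38 and -1.73, and those from 4000 nucleotides on are 0.14 and 0.28, of which the first turns negative under TMM with its shift of -0.22.

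Scaling by the trimmed mean of M values (TMM) moved every log2 ratio of a comparison by the same amount. That shift was -0.03 for WT DN3b γδ+ over WT DN3b γδ−, 0.07 for WT DN4 γδ− over WT DN3b γδ− and -0.30 for WT DN4 γδ+ over WT DN3b γδ+. It was -0.16 for Lat-KO DN3 γδ− over WT DN3a and -0.22 for Lat-KO DN3 γδint over Lat-KO DN3 γδ−. Against the WT libraries Lat-KO DN3 γδint shifted further, by -0.38 over WT DN3a and -0.71 over WT DN3b γδ+. A log2 ratio of smaller size than the shift of its comparison and of the other sign changes its sign under TMM.

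Lat (ENSMUSG00000030742, mm10 chromosome 7, 126363824 to 126369570, protein coding), the targeted gene, was looked at to check the labels. It stood at 651 CPM in WT DN3a, at 468 CPM and 357 CPM in the γδ− libraries of DN3b and DN4, and at 381 CPM and 395 CPM in the γδ+ libraries of DN3b and DN4. Lat-KO DN3 γδ− held 4.99 CPM (4.45 to 5.58) and Lat-KO DN3 γδint 0.945 CPM (0.684 to 1.27). The Lat-KO DN3 γδ− level was 1.40% (1.25 to 1.56) of that of the WT library with the lowest level, DN4 γδ−. Subtraction of the B-like level moved that value most, to 0.870%. At a common depth of 4000 UMIs, 2.37% of the T-like barcodes of Lat-KO DN3 γδ− had a Lat UMI, as did 1 of its 49 B-like barcodes. The B-like level rests on 2 UMIs, so how much of this is background stays open.

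Trdc (ENSMUSG00000104876, mm10 chromosome 14, 54142851 to 54148868) followed the surface sort in the WT libraries. It stood at 307.5 CPM in DN3a, 202.7 in DN3b γδ−, 223.1 in DN4 γδ−, 1012 in DN3b γδ+ and 1834 in DN4 γδ+. B-like barcodes, which should lack it, held 278 CPM (234 to 328) in WT DN3b γδ+ and 149 CPM (120 to 182) in WT DN4 γδ+, the level of free RNA there. At the common depth 94.3% of the T-like barcodes of WT DN3b γδ+ had a Trdc UMI, against 59.5% of its 42 B-like barcodes. Lat-KO DN3 γδ− held 24 CPM (22.8 to 25.2) of Trdc and 31.1 CPM of the separate reporter feature, and Lat-KO DN3 γδint held 36.4 CPM and 45.2 CPM. The reporter feature reached at most 0.0540 CPM in a WT library. The sum of Trdc and the reporter was 55.1 CPM (53.2 to 56.9) in Lat-KO DN3 γδ− and 81.6 CPM (79.0 to 84.3) in Lat-KO DN3 γδint, which is 17.9% and 26.5% of the WT DN3a level. The log2 ratio of the sums between the Lat-KO libraries was 0.57 (0.50 to 0.64), and TMM moved it most, to 0.35.

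**Figure D2:**
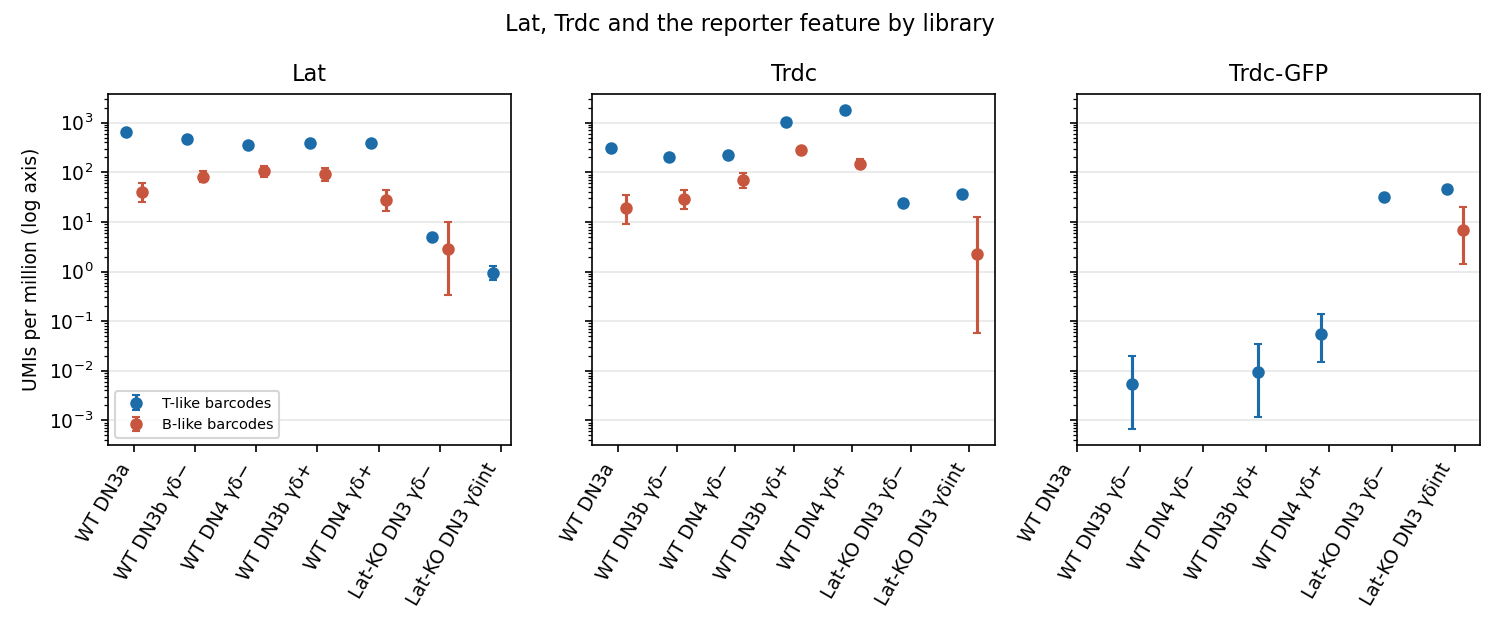
CPM (log axis) of Lat, Trdc and the reporter feature in T-like (blue) and B-like (red) barcodes of each of the 7 libraries, with exact Poisson 95% intervals for counting error; counts of 0 are not drawn. Lat lies at 4.99 and 0.945 in the Lat-KO thymocytes and between 357 and 651 in the WT ones, and B-like barcodes of WT DN3b γδ+ hold 278 of Trdc.

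WT DN3b γδ+ against WT DN3b γδ− asks what differs soon after selection on the γδ TCR or on the pre-TCR. The 14 genes of the γδ TCR-induced signature that the study names, called the γδ list here, had a median log2 ratio of 3.28 (3.24 to 3.31). The study chose those genes on these libraries, so the value is not independent evidence for them. Each of the 14 was higher, from 1.65 for Clec2d (ENSMUSG00000030157) to 5.22 for Cpa3 (ENSMUSG00000001865). Subtraction of the B-like level moved it most, to 3.61 over the 8 genes left. Genes higher in B-like than in T-like barcodes of either library made up 8 of the 14, and the other 6 had a median of 3.40. Of the 23 stage markers and signalling genes named by the study, 10 were higher in WT DN3b γδ+. Among them Cd5 (ENSMUSG00000024669, mm10 chromosome 19, 10717116 to 10739002) rose by 3.55 (3.50 to 3.60) and Nr4a1 by 3.30 (3.24 to 3.35). Cd8b1 fell by 3.46, Rag1 by 3.48 and Ptcra (ENSMUSG00000036858, mm10 chromosome 17, 46755663 to 46763712) fell by 3.18. Ranked by size were genes with at least 20 CPM in 1 library and at least 10 UMIs in each, without mitochondrial and ribosomal-protein genes and genes higher in B-like barcodes, which drops Rag1 here. Within these limits the highest gene was Nrgn (ENSMUSG00000053310, mm10 chromosome 9, 37544492 to 37552904) at 6.51 (6.44 to 6.58), followed by Igfbp4, Ccl4, A430093F15Rik and Cpa3. The lowest was Nrp1 (ENSMUSG00000025810) at -3.46, followed by Myzap, Ptcra, Dgkeos and Ndrg1.

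The reverse question, what marks selection on the pre-TCR, sets the mean of WT DN3b γδ− and WT DN4 γδ− against WT DN3b γδ+. The 5 genes that the study names in its text, Cd8b1, Spats2, Ptcra, Rag1 and Dgkeos, are only a part of its pre-TCR signature. They had a median log2 ratio of 3.18 (3.12 to 3.26), but were chosen on these libraries for this difference, so the value is not independent evidence for them. They ranged from 1.58 for Spats2 to 5.70 for Cd8b1 (ENSMUSG00000053044, mm10 chromosome 6, 71322788 to 71337494). The median was 2.53 between barcodes called G1 alone, the largest move among the alternatives. Between WT DN4 γδ− and WT DN3b γδ−, Hist1h2ap (ENSMUSG00000094777) was the highest gene within the same limits at 3.42, followed by Cd8b1 at 3.08 (3.03 to 3.12). Il2ra (ENSMUSG00000026770, mm10 chromosome 2, 11642807 to 11693193) was the lowest and fell by 2.99 (interval -3.04 to -2.93).

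WT DN4 γδ+ against WT DN3b γδ+ follows the γδ cells to the later stage. Cd7 (ENSMUSG00000025163) was the highest gene within the limits at a log2 ratio of 5.95, and S100a4, Itgae and Myo6 were among the 5 highest. Gm4632 (ENSMUSG00000115111) was the lowest at -5.41, followed by Ifitm2, Bex6, Dnph1 and Il2ra. Maf rose by 3.74 (3.69 to 3.79), Il2rb by 3.34 and S1pr1 by 5.85 (5.66 to 6.04), each far beyond the shift of that comparison. When WT DN4 γδ+ was clustered on its own, 38.6% (37.5 to 39.6) of its T-like barcodes fell into 3 of 13 clusters named γδ17-like. Of the 7 markers of that list, 2 of these clusters had only 1 among their 10 top genes and the third had 2, and in none was such a marker the top gene. The 4 clusters named after other lists rest on 1 marker each. The rule that turned clusters into names was set after the clusters had been seen. Shares of 15.3% (14.6 to 16.1) were γδ1-like, 12.5% (11.8 to 13.2) egress-like and 0.784% (0.603 to 1.002) NKT-type-like, and 32.9% (31.8 to 33.9) were left unnamed. Clustering at a resolution of 1.5 gave a γδ17-like share of 27.9%. A rule of at least 2 UMIs of γδ17-like markers per barcode, at 4000 UMIs each, moved it most, to 52.4% against 10.9% (4.11 to 22.3) of the 55 B-like barcodes, since Blk is also a B cell gene.

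**Figure D3:**
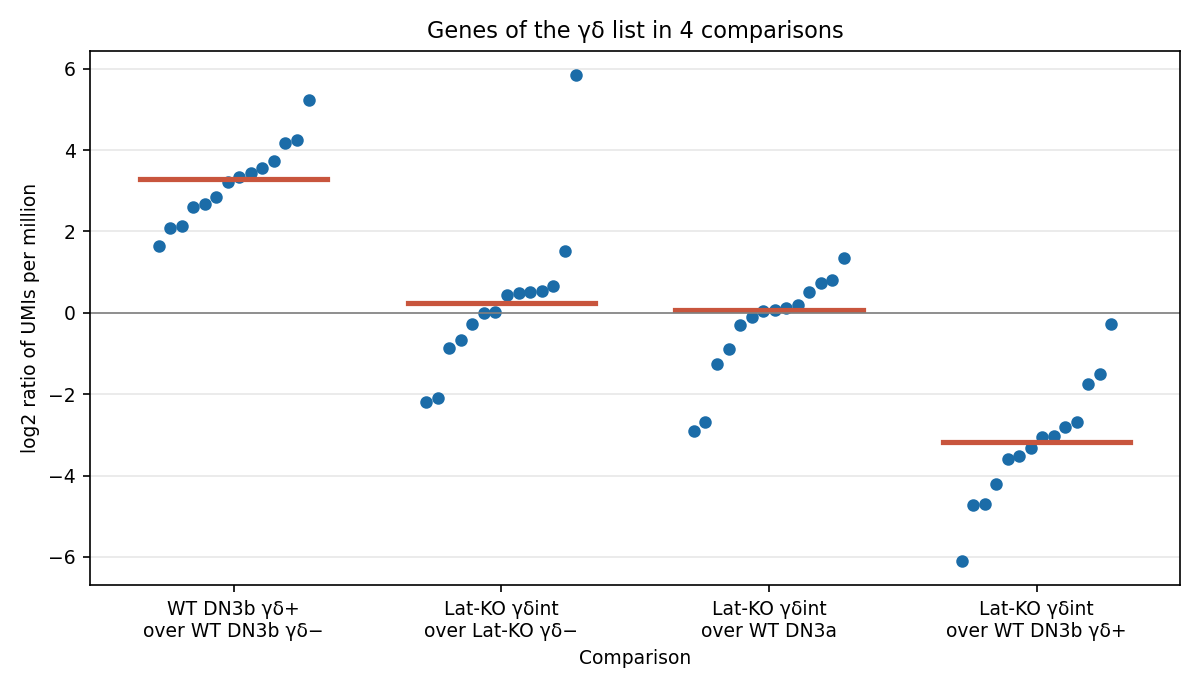
Log2 ratio of CPM (vertical axis) of each of the 14 genes of the γδ list (points, in ascending order) in 4 comparisons (horizontal axis), with the median of the list as a bar. The medians are 3.28, 0.23, 0.06 and -3.18 before the TMM shifts of -0.03, -0.22, -0.38 and -0.71.

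Lat-KO DN3 γδint against Lat-KO DN3 γδ− asks whether a surface γδ TCR without LAT goes with the genes of the γδ list. The median log2 ratio was 0.23 (0.10 to 0.39), of the size of the TMM shift, and TMM left 0.01. Of the 14 genes 9 were higher and 5 lower, but Cd5 at 0.002 and Sesn3 at 0.01 turn negative under TMM. Random lists of genes of like expression had a median of 0.13, and the γδ list stood at percentile 79.99 among them. The genes ranged from Clec2d at -2.19 (-2.32 to -2.06) to Etv5 (ENSMUSG00000013089, mm10 chromosome 16, 22381309 to 22439719) at 5.84 (4.26 to 8.14), which rests on 125 UMIs against 3. The move of the largest size, to 0.65, came from leaving out the genes higher in B-like barcodes, which left 5 genes. The sign reversed, to -0.09, when the trend and the level on transcript length in the B-like barcodes were taken out, a choice made after seeing the data. A list of 30 genes ranked by size on the WT libraries alone had a median of 0.32 (0.12 to 0.45), with 19 genes higher and 11 lower, at percentile 98.3. TMM took it to 0.10, and the same trend and level reversed it to -0.14. Of the 30 genes, 6 were in the γδ list. The 5 pre-TCR genes had a median of 0.34 (0.31 to 0.36), with 4 genes higher and 1 lower, at percentile 70.2 of random lists with a median of 0.18, and TMM took it to 0.12. The 5 genes typical of DN3a, which are Notch3, Hes1, Il2ra, Ptcra and Rag1, had a median of -0.33 (-0.36 to -0.30), at percentile 4.91 of random lists with a median of 0.31, and TMM took it to -0.55. Of these 5, Ptcra and Rag1 were higher and 3 were lower. Within the limits of the ranking, which leave out Clec2d and Etv5, Aunip (ENSMUSG00000078521, mm10 chromosome 4, 134510999 to 134523927) was highest at 2.81, followed by Ska1, Cdk1, Mxd3 and Aurkb. The lowest was S100a13 (ENSMUSG00000042312, mm10 chromosome 3, 90514435 to 90524581) at -2.18, followed by Hist1h2ap, Epb41l4aos, Ost4 and Mrps21. In the B-like barcodes S100a13 stood at -3.37 (3 UMIs against 51), Ost4 at -2.42 and Mrps21 at -2.60. The fall of S100a13, Ost4 and Mrps21 was therefore not one of the thymocytes alone. Hist1h2ap at -1.28 (-2.86 to 0.05) and Epb41l4aos at -0.87 (-2.34 to 0.42) were lower there too, with intervals that span 0.

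Lat-KO DN3 γδint was also placed between the uncommitted and the γδ-selected WT stage, where genotype and library cannot be told apart. Against WT DN3a the γδ list had a median log2 ratio of 0.06 (-0.07 to 0.14), with 8 genes higher and 6 lower, and TMM moved it to -0.32. The trend and the level on transcript length moved it most, to -0.59. It stood at percentile 2.67 of the random lists, whose median was 0.39, close to the size of the TMM shift. Among the higher genes Klf2 at 0.20, Sesn3 at 0.12, Cpa3 at 0.07 and Cd6 at 0.05 turn negative under TMM. The list ranked by size also had a median of 0.06 (-0.05 to 0.14). Against WT DN3b γδ+ the γδ list had a median of -3.18 (-3.32 to -3.10) and all 14 genes were lower. Subtraction of the B-like level moved it most, to -5.31 over 8 genes. The list ranked by size stood at -3.42 (-3.51 to -3.28) there, and at 3.28 (3.25 to 3.34) between the WT libraries it was ranked on. Lat-KO DN3 γδ− against WT DN3a gave the γδ list a median of -0.43 (-0.53 to -0.32), with 5 genes higher and 9 lower. That median stood at percentile 0 of random lists, whose median was 0.23. In that comparison Ube2c (ENSMUSG00000001403) was the highest gene within the limits at 3.38, followed by Ccnb2, Uaca, Cdca3 and Cenpf. Lat and Trdc were the lowest at -7.03 and -3.68, followed by Alyref at -2.12, Dqx1 and Bambi.

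Phases were called to see which thymocytes cycle. At 4000 UMIs per barcode, 26.3% (25.2 to 27.5) of 5496 T-like barcodes of Lat-KO DN3 γδint were called S or G2M, and 78.0% (77.2 to 78.8) of 11237 in WT DN3b γδ+. The share was 4.16% (3.71 to 4.64) in WT DN3a, 88.5% (88.1 to 89.0) in WT DN3b γδ−, 85.0% (84.4 to 85.7) in WT DN4 γδ−, 17.03% (16.2 to 17.9) in WT DN4 γδ+ and 6.06% (5.53 to 6.62) in Lat-KO DN3 γδ−. Of the B-like barcodes of Lat-KO DN3 γδint, 0 of 22 were so called, and of those of WT DN3b γδ+ 1 of 42, at the same depth. The highest background was 2 of 20 B-like barcodes in WT DN4 γδ−. A threshold at the 95th percentile of the B-like scores moved the Lat-KO DN3 γδint share most, to 53.8%, with 3 of 22 B-like barcodes above it. The WT DN3b γδ+ share moved most when each library was scored alone, to 64.6%. Scored alone, WT DN3a rose to 38.9% and Lat-KO DN3 γδ− to 44.5%, above the 33.5% of Lat-KO DN3 γδint, so that the order of the Lat-KO libraries was reversed. Each library scored alone is set against its own mean, which forces part of every library above it.

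**Figure D4:**
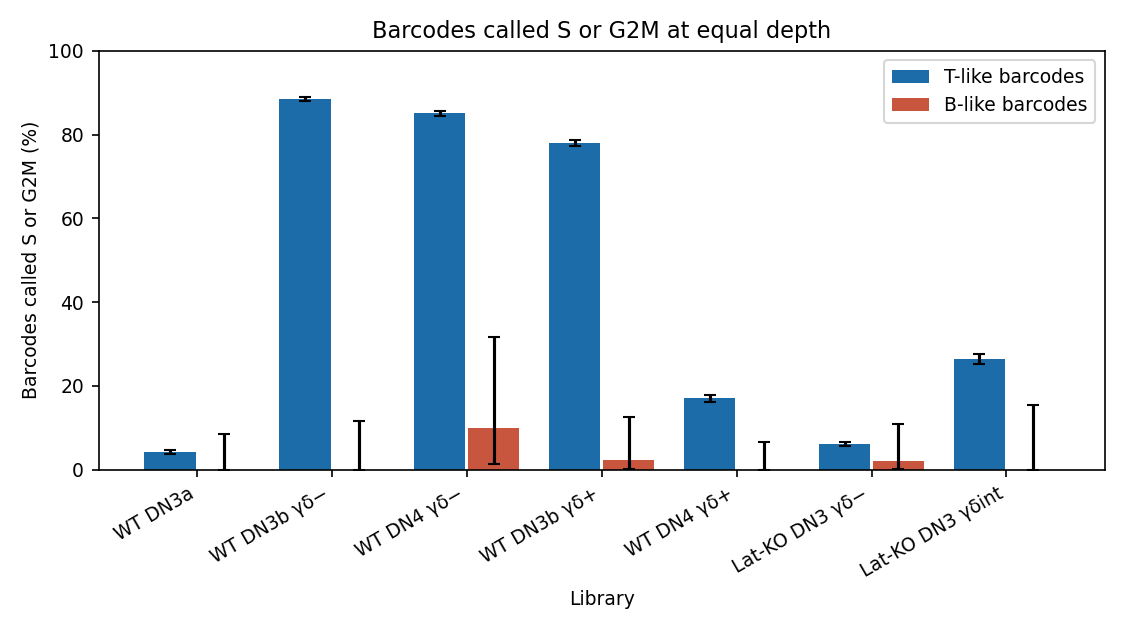
Percent of T-like (blue) and B-like (red) barcodes called S or G2M in each of the 7 libraries at 4000 UMIs per barcode, with exact Clopper-Pearson 95% intervals. Lat-KO DN3 γδint lies at 26.3%, between 6.06% in Lat-KO DN3 γδ− and 78.0% in WT DN3b γδ+.

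Within the cycling barcodes the question was whether they express the γδ list. Between S or G2M-called barcodes of Lat-KO DN3 γδint and of WT DN3b γδ+ the median log2 ratio was -2.93 (-3.12 to -2.81), and all 14 genes were lower. Subtraction of the B-like level moved it most, to -4.03. Within Lat-KO DN3 γδint, S or G2M-called over G1-called barcodes gave the γδ list a median of 0.37 (0.13 to 0.50), with 9 genes higher and 5 lower, at percentile 99.96 of random lists with a median of -0.30. The list ranked by size gave -0.02 (-0.09 to 0.25) in the same comparison, with 14 genes higher and 16 lower, at percentile 97.7 of random lists with a median of -0.32. The 5 genes typical of DN3a had a median of -0.92 (-0.98 to -0.87) and all 5 were lower, and their smallest median among the alternatives was -0.74. In the WT libraries the same 5 genes had a median of -5.91 (-5.98 to -5.83) in DN3b γδ+ over DN3a. That value compares whole libraries and not phases within a library, so its size cannot be set against the -0.92. Ptcra and Rag1 are also in the pre-TCR list, which was chosen on these libraries for lower levels in WT DN3b γδ+.

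Each T-like barcode was placed with the WT library whose mean profile it resembled best over 1926 variable genes. Only the genes of the S and G2M scores had been left out, so other genes that follow the cell cycle could remain. Barcodes held out from the profiles went to their own library in 94.0% of cases for WT DN3a, 96.7% for DN3b γδ−, 94.6% for DN4 γδ−, 89.3% for DN3b γδ+ and 87.8% for DN4 γδ+. In Lat-KO DN3 γδint 74.6% (73.5 to 75.7) of the barcodes were nearest to WT DN3a, 24.1% (23.0 to 25.2) to WT DN3b γδ− and 0.764% (0.560 to 1.02) to WT DN3b γδ+. In Lat-KO DN3 γδ− 95.1% (94.6 to 95.5) were nearest to WT DN3a. A common depth of 4000 UMIs moved the share for Lat-KO DN3 γδint most, to 71.6%. Among its 1448 S or G2M-called barcodes, 85.8% (83.9 to 87.6) were nearest to WT DN3b γδ−, 11.3% (9.74 to 13.1) to WT DN3a and 2.003% (1.35 to 2.86) to WT DN3b γδ+. Of the 452 such barcodes of Lat-KO DN3 γδ−, 69.7% (65.2 to 73.9) were nearest to WT DN3b γδ−. Held-out S or G2M-called barcodes of WT DN3b γδ+ went to their own library in 93.5% (92.8 to 94.3) of cases. The 143 held-out ones of WT DN3a went to WT DN3b γδ− in 43.4% (35.1 to 51.9), to their own library in 24.5% (17.7 to 32.4), to WT DN4 γδ− in 20.98% (14.6 to 28.6) and to WT DN3b γδ+ in 11.2% (6.53 to 17.5). The WT libraries each have a profile of their own to go back to and the Lat-KO libraries have none.

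**Figure D5:**
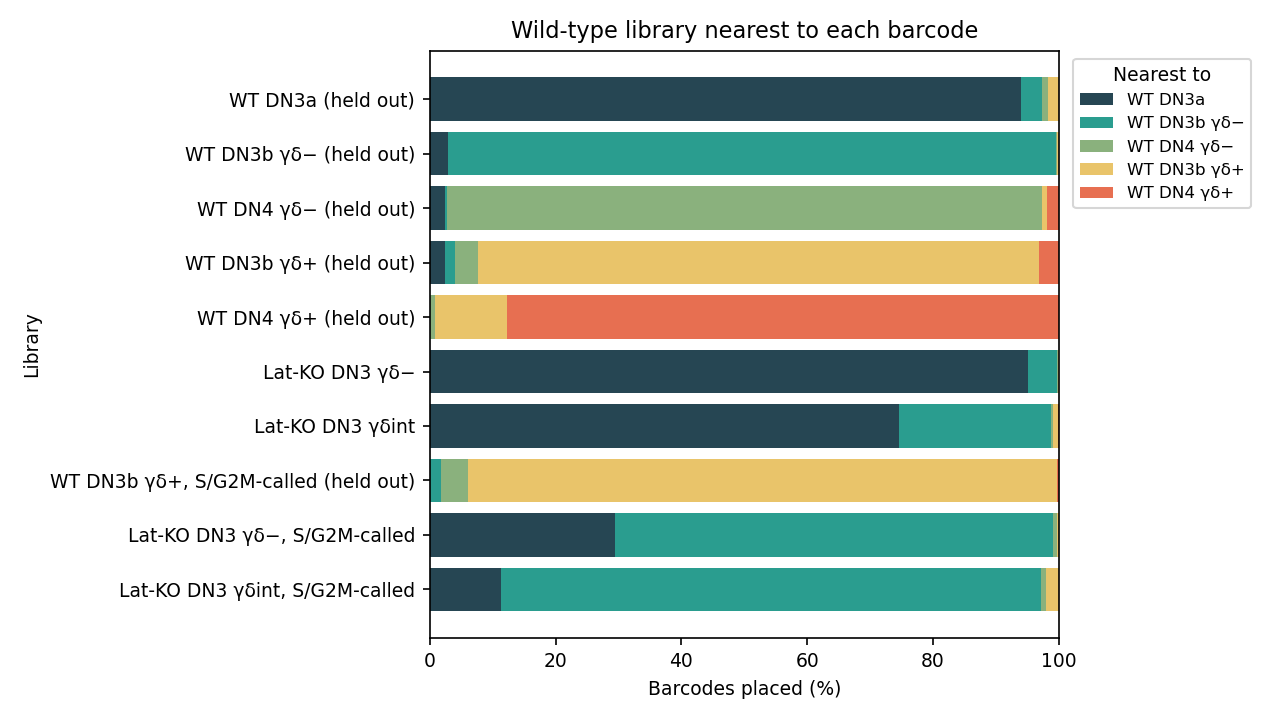
Percent of barcodes (horizontal axis) nearest to each of the 5 WT libraries (colours), for held-out WT barcodes, the Lat-KO libraries, and S or G2M-called barcodes of 3 libraries. Lat-KO DN3 γδint is nearest to WT DN3a in 74.6% and to WT DN3b γδ+ in 0.764%, and its S or G2M-called barcodes are nearest to WT DN3b γδ− in 85.8%.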

Values the study reported

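For the WT libraries the study reported 57817 cells in total. Of these 18677 were DN3b and 12221 were DN4 cells without surface γδ TCR, 11389 were DN3b and 8010 were DN4 cells with it, and 7520 were DN3a cells. The study reported 7704 cells for LAT-deficient DN3 γδ− thymocytes and 5979 for LAT-deficient DN3 γδint thymocytes. About 25% of the LAT-deficient DN3 γδint cells were reported to be in S and G2M, and 79% of the WT DN3b γδ+ cells.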

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

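The tests chosen only after the result was seen are the 8% doublet rule, leaving out 4 clusters, keeping the unnamed clusters, leaving out genes higher in B-like barcodes, and taking out the trend on transcript length. The rule on each barcode had been set out in advance, but its limits were set after the data were seen. The other alternatives had been set out in advance. Over 18 results there were 138 alternative values, of which 73 lay within the 95% interval of the reported value, 56 moved out of it and 2 reversed. The other 7 are counts, which have no such interval and lay within 1.5 times the reported count. A change of sign counts as reversed only where the reported interval lies clear of 0. For Lat-KO DN3 γδint over WT DN3a it spans 0, and the 4 values that moved there changed sign too. Unless said otherwise the cause was not tested. TMM, the subtraction of B-like CPM and the removal of genes from a list act by construction on the scale or on the genes counted.

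The γδ list between the WT DN3b libraries ran from 3.14 to 3.61 over 12 alternatives. It was 3.32 as a mean over barcodes, 3.61 with B-like CPM subtracted, 3.14 in G1-called barcodes, 3.21 without Cd52, its gene of highest CPM, and 3.40 without genes higher in B-like barcodes. The pre-TCR list gave 3.12 by the rule on each barcode, 2.98 as a mean over barcodes, 2.53 in G1-called barcodes and 3.11 with the unnamed clusters kept.

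Between the Lat-KO libraries the γδ list gave 0.013 under TMM, 0.015 in G1-called barcodes, 0.45 without Clec2d, its gene of highest CPM, and 0.65 over the 5 genes not higher in B-like barcodes. It reversed to -0.095 when the trend and the level on transcript length were taken out. The list ranked by size gave 0.10 under TMM and 0.76 with a minimum of 50 CPM, which left 14 genes, and reversed to -0.14 without the trend and the level.

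For Lat-KO DN3 γδint over WT DN3a the γδ list gave -0.32 under TMM, -0.10 in G1-called barcodes, -0.12 without the trend and -0.59 without the trend and the level. Over WT DN3b γδ+ it stayed under 0 in all 14 alternatives. It was -3.89 under TMM, -3.39 as a mean over barcodes, -5.31 with B-like CPM subtracted, -3.53 in G1-called barcodes and -3.04 without its gene of highest CPM. It was -3.52 without genes higher in B-like barcodes, -2.99 without the trend and -3.43 without the trend and the level.

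In S or G2M-called barcodes of Lat-KO DN3 γδint over those of WT DN3b γδ+, the γδ list gave -4.03 with B-like CPM subtracted and -3.63 under TMM. Within Lat-KO DN3 γδint, S or G2M-called over G1-called, it gave 1.30 over 5 genes with B-like CPM subtracted and 0.54 under TMM. The DN3a list gave -0.74 with the threshold at the 95th percentile of B-like scores, -1.39 with B-like CPM subtracted and -0.76 under TMM.

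The share of S or G2M calls in WT DN3b γδ+ was 84.7% without thinning, 71.6% at 2000 UMIs, 91.2% with the threshold on B-like scores and 64.6% scored alone. It was 78.8% by the rule on each barcode, 76.4% without barcodes marked by scrublet, 76.8% by the 8% rule and 82.4% without the 4 clusters. In Lat-KO DN3 γδint it was 24.8% at 2000 UMIs, 53.8% with the threshold and 33.5% scored alone. In these alternatives it stayed under the WT DN3b γδ+ value of the same setting. Shares of other libraries moved further. Without the 4 clusters WT DN4 γδ+ rose from 17.03% to 84.5%, over the 1323 of 7334 scored barcodes that were left. These held 1118 of its 1249 barcodes called S or G2M, so the barcodes taken out were mostly G1-called. In the same alternative WT DN3a fell to 1.16% and Lat-KO DN3 γδ− to 2.22%. With the threshold on B-like scores WT DN3a rose to 18.9% and Lat-KO DN3 γδ− to 17.5%.

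The share of Lat-KO DN3 γδint nearest to WT DN3a was 71.6% at 4000 UMIs. The γδ17-like share was 34.1% at resolution 0.5, 27.9% at resolution 1.5, 28.4% with 30 principal components and 52.4% by 2 UMIs per barcode. The Lat level of Lat-KO DN3 γδ− in percent of the lowest WT library was 0.926 under TMM and 0.870 with B-like CPM subtracted. The log2 ratio of Trdc and reporter sums was 0.35 under TMM, 0.65 as a mean over barcodes and 0.40 with B-like CPM subtracted. The ribosomal-protein share of B-like UMIs in Lat-KO DN3 γδint was 19.5% by the rule on each barcode. The number of T-like barcodes ran from 62200 to 77316. Of the stage markers 7 of the 19 left were higher in WT DN3b γδ+ with B-like CPM subtracted, against 10. Depth limits the calls at 4000 UMIs, which 91.2% of the T-like barcodes of Lat-KO DN3 γδint reached, and the background shares, which rest on 20 to 55 B-like barcodes per library.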

Other observations

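The tests chosen only after the result was seen are those on a change in the thymocytes alone, on more cycling barcodes and on Xist. So are those on the low Trdc counts, on Gm42418, on the longest transcript and on the spread of Cd8b1 UMIs over barcodes. The tests on transcript length as first set out, the other tests on Cd8b1 and those on placement by the cell cycle were written before. No biological explanation was tested with replicates, since each group has 1 library.

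The ribosomal-protein share of UMIs was low in Lat-KO DN3 γδint. A change in the sorted thymocytes alone would leave the spiked B cells at the share of the other libraries, but the B-like barcodes held 19.7%. The ratios of Lat-KO DN3 γδ− to Lat-KO DN3 γδint in thymocytes and in B-like barcodes had a Pearson r of 0.86 across 1458 genes, which are not independent replicates. A lower yield of short transcripts was the explanation written before the test. With the median annotated transcript it gave a difference of 0.14 between genes under 1000 and of at least 2000 nucleotides, which ranks 17 of 21 pairs of libraries by size. Lat-KO DN3 γδint against the WT libraries gave 0.19 to 0.48, with ranks 1, 2, 5, 6 and 12, all in the direction that the explanation needs. Lat-KO DN3 γδ−, whose share was 29.8%, gave 0.40 against WT DN4 γδ− and 0.36 against WT DN3b γδ+, with ranks 3 and 4, so these differences leave it open. After that, 6 further measures of length or structure were tried, with Spearman's rho across genes between 0.05 and 0.14 in B-like barcodes, and a second limit. With the longest annotated transcript under 700 nucleotides the difference was 1.75, against at most 0.88 between pairs of the other libraries. Ribosomal-protein genes were grouped by longest transcript too, in B-like barcodes of Lat-KO DN3 γδint over Lat-KO DN3 γδ−. Their median log2 ratio was -1.39 under 500 nucleotides and -1.40 from 500 to under 700. From 1000 to under 2000 it was -0.64 over 28 genes (25th to 75th percentile -1.48 to 0.47), against 0.41 for other genes. A lower yield of genes whose longest transcript is short may therefore lie behind a part of the low share. Measure and limit were chosen on this pattern, so this stays open as a hypothesis. What in the library could bring it about was not tested.

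The γδ list was a little higher in Lat-KO DN3 γδint than in Lat-KO DN3 γδ−. More cycling barcodes may add to it, since the median was 0.015 between G1-called barcodes, but the genes go both ways and a median near 0 over such genes decides nothing. Taking out the trend of the B-like barcodes left 0.20 with the median transcript and 0.19 with the longest, above 0, while taking out the level too gave -0.08 and -0.09. Cd52 fell by 1.71 in B-like and by 2.08 in T-like barcodes, and Clec2d by 1.89 and 2.19, so part of the list moved in both kinds of cells. Among random lists the γδ list stood at percentile 79.99 and the list ranked by size at 98.3, while the level of the B-like barcodes took both medians under 0. These references point different ways, so a small rise of the list and a difference between the libraries cannot be told apart here.

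Cd8b1 stood at 2.37 CPM (1.95 to 2.87) in Lat-KO DN3 γδint, from 108 UMIs in 70 barcodes, and at 0.128 CPM in Lat-KO DN3 γδ−, from 8 UMIs. Its log2 ratio between S or G2M-called and G1-called barcodes was -0.37 (-0.99 to 0.23), and between the G1-called barcodes of the Lat-KO libraries it was 4.33 (3.21 to 5.71), which argues against cycling barcodes. Of its UMIs 4.63% lay in barcodes nearest to WT DN4 γδ−, which argues against thymocytes of that stage as the main source. The B-like barcodes of the library held 0 of its UMIs, with an upper limit of 8.48 CPM. That limit lies above 2.37 CPM, so it does not exclude free RNA in droplets. Free RNA spread over the 6024 T-like barcodes would put nearly every UMI in a barcode of its own. The 108 UMIs lay in 70 barcodes, which argues against free RNA as the source of all of them. Free RNA as the source of a part is not excluded. A response to surface γδ TCR without LAT stays untested.

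Xist was lower in Lat-KO DN3 γδint than in Lat-KO DN3 γδ−, by a log2 ratio of -1.13 (-1.15 to -1.11) in thymocytes. A lower share of cells from females would leave the B-like barcodes unchanged and raise Y-linked transcripts. Xist was at -1.02 in the B-like barcodes, and at 4000 UMIs the barcodes with a Y-linked UMI were 37.8% in Lat-KO DN3 γδ− and 37.1% in Lat-KO DN3 γδint. Those with an Xist UMI were 44.1% and 44.9%. The cause of the lower level per barcode was not found.

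Trdc was low in both Lat-KO libraries. Lower transcription of the Tcra/Tcrd locus and the Tcrg loci alike would lower the Tcrg constant-region genes as far. Among these genes in the Lat-KO libraries the lowest log2 ratio to WT DN3a was 0.13, and under TMM it was -0.25, where Tcrg-C1 and Tcrg-C2 turned negative in Lat-KO DN3 γδint. Both values are far above the fall of Trdc and reporter together, which reached 26.5% of WT DN3a in Lat-KO DN3 γδint. A 3' end of the reporter allele that the counted features do not cover may explain the low counts, and this cannot be told apart from lower expression, because each Lat-KO library carries the allele. The Trdc counts of the Lat-KO libraries are therefore not comparable with those of WT.

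S or G2M-called barcodes of Lat-KO DN3 γδint were mostly nearest to WT DN3b γδ−. If the cell cycle alone decided the place, held-out S or G2M-called barcodes of WT DN3a and WT DN3b γδ+ would go there as often. Of the first 43.4% did and of the second 1.78% (1.41 to 2.22), but each WT library has a profile of its own to go back to, which the Lat-KO libraries lack, so this does not decide it. The cell cycle may draw a DN3a-like population towards that profile, and a pre-TCR signal in the Lat-KO thymocytes was not tested apart from it.

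Gm42418 differed 14-fold between libraries in thymocytes and 18.9-fold in B-like barcodes, and 18 of the 21 pairs of libraries had the same order in both. AY036118 differed 50.6-fold and 64.5-fold, with 19 of 21 pairs in the same order. This is consistent with a property of each library and not of the sorted thymocytes.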
